# Transcriptomic profiles of 33 opium poppy samples in different tissues, growth phases, and cultivars

**DOI:** 10.1038/s41597-019-0082-x

**Published:** 2019-05-20

**Authors:** Yucheng Zhao, Zhaoping Zhang, Mingzhi Li, Jun Luo, Fang Chen, Yongfu Gong, Yanrong Li, Yujie Wei, Yujie Su, Lingyi Kong

**Keywords:** Secondary metabolism, Plant genetics

## Abstract

Opium poppy is one of the most important medicinal plants and remains the only commercial resource of morphinan-based painkillers. However, little is known about the regulatory mechanisms involved in benzylisoquinoline alkaloids (BIAs) biosynthesis in opium poppy. Herein, the full-length transcriptome dataset of opium poppy was constructed for the first time in accompanied with the 33 samples of Illumina transcriptome data from different tissues, growth phases and cultivars. The long-read sequencing produced 902,140 raw reads with 55,114 high-quality transcripts, and short-read sequencing produced 1,923,679,864 clean reads with an average Q30 rate of 93%. The high-quality transcripts were subsequently quantified using the short reads, and the expression of each unigene among different samples was calculated as reads per kilobase per million mapped reads (RPKM). These data provide a foundation for opium poppy transcriptomic analysis, which may aid in capturing splice variants and some non-coding RNAs involved in the regulation of BIAs biosynthesis. It can also be used for genome assembly and annotation which will favor in new transcript identification.

## Abstract (summary)

**Table:** 

Design Type(s)	transcription profiling design • sequence annotation objective • organism part comparison design
Measurement Type(s)	transcription profiling assay
Technology Type(s)	RNA sequencing
Factor Type(s)	cultivar • developmental stage • organism part
Sample Characteristic(s)	Papaver somniferum • root • stem • leaf

Machine-accessible metadata file describing the reported data (ISA-Tab format)

## Background & Summary

Opium poppy (*Papaver somniferum*) is one of the most important medicinal plants in the world and remains the only commercial resource of morphinan-based painkillers^1^. Its main active ingredient, BIAs, also displays potential pharmacological activity in relieving cough, muscle relaxation, anticancer, and so on^2,3^. Although approximately 100,000 hectares (ha) of opium poppy are cultivated annually worldwide, this insufficient to meet the demand for managing moderate or severe pain^1,4^. Engineered microbes could be used to produce BIAs such as opiates and noscapine^5–7^, however, major hurdles, such as low yield and unclear biosynthetic pathways, make it different to scale-up this method of production for most BIAs. Hence, how to guarantee the source of BIAs to meet the medical applications, such as in pain relief or palliative care, has been recognized as a major issue that needs to be resolved.

Investigation into the BIA biosynthesis mechanism began in the 1960s with radiotracer technology^3^. The emergence of transcriptomics, proteomics, and metabolomics, coupled with recent genome analysis tools, accelerated the discovery of new BIA biosynthetic genes that could facilitate metabolic engineering reconstitution of commercial source of valuable BIAs in microbes^1,5,7–11^. However, some key steps in the BIA biosynthesis pathway are yet to be identified, and there has been a lack of investigation into the molecular mechanisms of gene regulation in the pathway^3^. In addition, there are few reports major in the processes of BIAs biosynthesis, such as compound dynamic accumulation, tissue-specific distribution, enzyme interactions and metabolism, compartmentalization and transport^3^. Therefore, investigation into the regulation mechanism and understanding the compound accumulation process is a key way to improve the yield of BIAs.

Of all the strategies in metabolic regulation, over-expression and silencing of genes involved in the metabolism of target compounds are the most widely used method. However, non-coding RNAs, alternative splicing/translation/polyadenylation (AS/AT/APA), formation of heterodimers, and gene fusion have also been shown to increase the flexibility of the transcriptome, functional complexity of plants, and the trend of metabolic flow, tissue-specific accumulation or product yield^8,9,12,13^. However, little research has been conducted on the regulatory mechanisms in opium poppy despite the recently release of its genome^1^. The reason for this oversight may be the lack of the transcriptional information on opium poppy in different growth periods/status or tissues. In addition, the short sequences created by third-generation sequencing and the gene information in DNA standard could not capture the AS/AT/APA of transcripts^1,3^.

Third-generation single-molecule real-time (SMRT, Pacific Biosciences) sequencing has increasingly been used to detect AS/AT/APA, to identify novel isoforms, to predict non-coding RNA, and for gene fusion studies due to its long reads^14,15^. However, to date, there has been no report on a full-length transcriptome dataset of opium poppy, despite the recent release of its genome^1^. Herein, we construct the full-length transcriptome dataset of opium poppy using twenty-one pooled RNA samples from three different tissues and five different growth phases (Fig. 1). This produced 902,140 post-filter polymerase reads and 660,418 circular consensus sequence (CCS) reads (Table 1 and Fig. 2). After data processing, 566,746 full-length (FL) reads, 180,511 non-redundant isoforms and 61,856 unigenes (59,144 protein-coding unigenes and 2,712 non-coding unigenes) were obtained for functional annotation (Fig. 2). In addition, a total of 1,923,679,864 clean, paired-end short reads were produced (Fig. 3 and Table 2). Gene expression levels were then determined using RSEM and converted into fragments per kb per million fragments (FPKM) value (Fig. 4)^16,17^. The dataset reported here, provides an overview of the gene expression levels, AS/AT/APA, and full-length transcript/unigene/mRNA of the opium poppy during key statuses. It can also be used to analyze the regulation mechanisms of BIAs biosynthesis according to its tissue-specific distribution, dynamic accumulation in different growth phases as well as BIAs diversity in different germplasm resources.

**Fig. 1:**
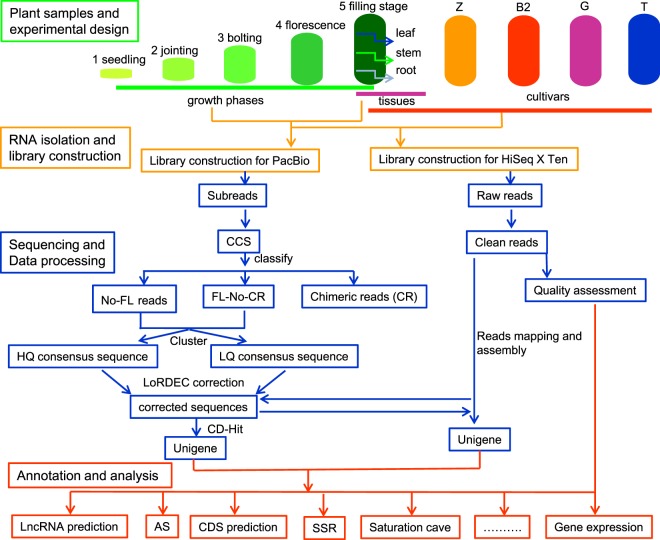
Overview of the experimental design and the data processing pipeline. This study consisted of experimental design, RNA isolation, sequencing and data processing, annotation, and analysis, all of which are marked with different colors. Samples were divided into different growth phases, tissues, and cultivars. The numbers 1–5 indicate the five growth phases of opium poppy. Samples in the filling stage were used for either growth phases or tissues and cultivars. All 33 samples were subject to Illumina sequencing, and only samples from B1 were used for PacBio Sequel sequencing.

**Table 1:** Summary of post-filter polymerase reads of long-read sequencing.

Cell Name	Polymerase Bases	Polymerase reads	Mean polymerase reads length	N50	Mean insert length	Subreads Bases	Subreads	Mean subreads length	Subreads N50
Cell 1	7,134,964,542	290,143	24,591	42,250	3,192	6,896,883,917	3,684,400	1,871.92	2,604
Cell 2	5,637,070,764	271,411	20,770	38,750	3,047	5,481,138,738	2,865,188	1,913.01	2,663
Cell 3	6,993,388,572	340,586	20,533	36,250	3,036	6,700,617,834	3,825,257	1,751.68	2,450

**Fig. 2:**
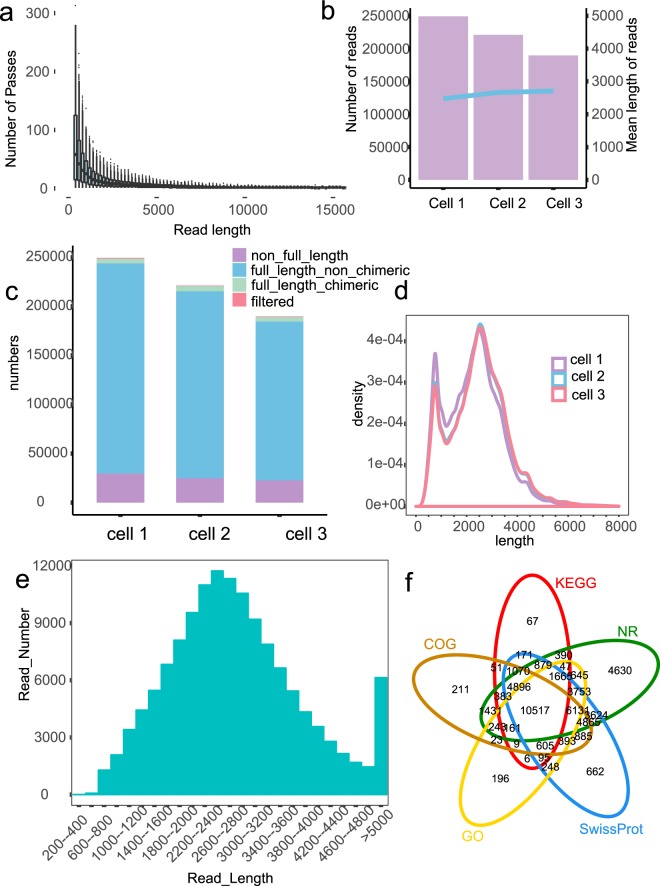
Output and quality assessment of the SMRT data. (**a**) Passes vs. read length. (**b**) Read length of inserts in three cells. (**c**) Read number of each type of read in three cells. (**d**) Density of full-length non-chimeric reads in three cells. (**e**) Length and number of mRNA without redundancy. (**f**) Venn graph of annotation.

**Fig. 3:**
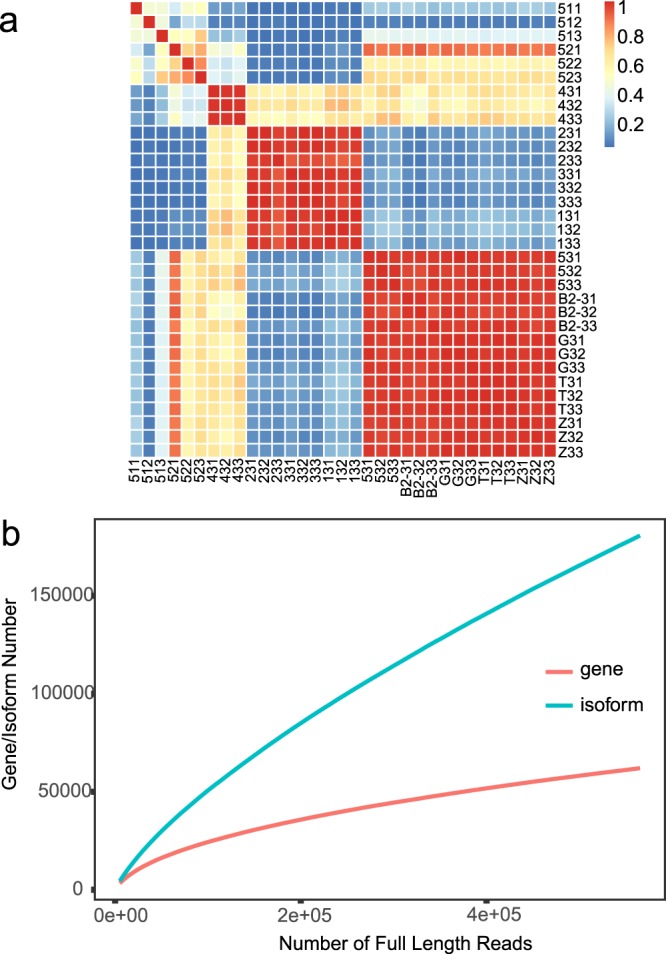
Correlation analysis of repeated samples and saturation curve of transcripts and genes. (**a**) Correlation analysis of repeated samples. Heatmap displaying the similarities among all samples based on Poisson distances. (**b**) Saturation curve of transcripts and genes. The saturation curve shows with the incense of FL reads, the number of genes tends to remain flat, while the number of transcripts rises rapidly.

**Table 2:** Statistics of Illumina-based RNA-seq data and quantification of gene expression.

Sample	Index	Clean Bases	Q30 Rate (%)	RPKM			
				0–0.1	0.1–3.75	3.75–15	>15
131	TTAGGC	8713642719	95	16,032	29,642	9,636	6,546
132	TGACCA	9564232510	96	16,532	29,732	9,285	6,307
133	ACAGTG	8107787693	96	16,599	29,566	9,314	6,377
231	GCCAAT	9856735582	96	14,703	28,829	11,103	7,221
231	CAGATC	9135096761	96	14,664	28,591	11,303	7,298
233	ACTTGA	8796177410	96	14,738	27,346	11,713	8,059
331	GATCAG	9098543425	96	16,710	29,501	9,491	6,154
332	TAGCTT	10710694418	96	15,936	29,443	9,956	6,521
333	GGCTAC	9433383049	96	15,573	29,564	10,177	6,542
431	CTTGTA	8512385396	96	15,180	28,368	10,846	7,462
432	AGTCAA	8863916114	96	15,682	27,710	10,627	7,837
433	AGTTCC	9205308102	96	14,991	27,757	11,208	7,900
511	TGACCA	7080192660	94	15,480	26,114	12,024	8,238
512	ACAGTG	6668054022	96	15,392	26,004	11,811	8,649
513	GCCAAT	8814911815	96	15,470	28,361	10,500	7,525
521	CAGATC	8857730898	96	15,831	26,107	11,330	8,588
522	ACTTGA	8354907591	96	16,108	26,313	10,792	8,643
523	GATCAG	6919453352	96	17,249	28,572	8,458	7,577
531	TAGCTT	8282182945	96	15,611	28,124	10,408	7,713
532	GGCTAC	6896148722	95	15,771	28,693	9,966	7,426
533	CTTGTA	8631197062	95	14,860	28,393	10,683	7,920
B2-31	AGTCAA	8664717417	88	15,916	27,833	10,396	7,711
B2-32	AGTTCC	9101628243	90	16,114	27,576	10,248	7,918
B2-33	ATGTCA	7740678568	86	15,292	28,381	10,548	7,635
T31	CCGTCC	6488485876	95	16,674	27,689	10,025	7,468
T32	GTCCGC	8853003315	89	16,820	27,750	9,858	7,428
T33	GTGAAA	8213957582	90	16,707	27,532	10,081	7,536
Z31	GTGGCC	9127832844	89	16,843	27,659	9,898	7,456
Z32	GTTTCG	9417530235	87	16,940	28,042	9,500	7,374
Z33	CGTACG	9140750089	88	16,660	27,983	9,770	7,443
G31	GAGTGG	9615912781	89	16,337	27,959	10,022	7,538
G32	ACTGAT	9595710378	90	16,519	27,960	9,823	7,554
G33	ATTCCT	9773818624	90	16,086	28,398	9,997	7,375

**Fig. 4:**
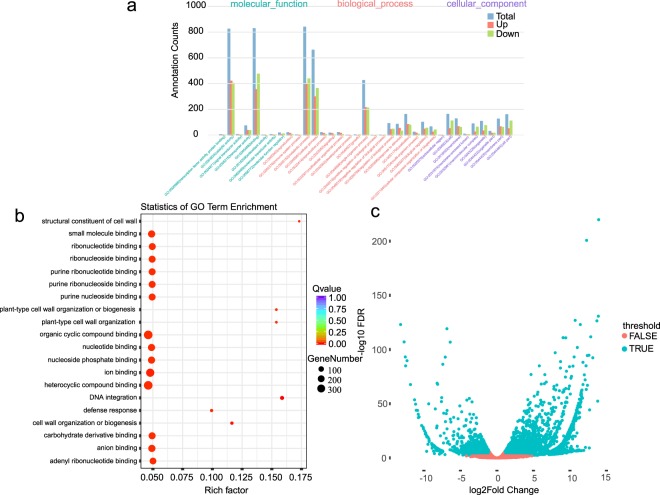
Example of differential gene expression analysis and the enrichment in GO between B2 and ZB. (**a**) GO classification map of differential expression genes. (**b**) Statistics of GO enrichment. (**c**) Volcano map of differential expression genes.

## Methods

### Plant material and experimental design

All the opium poppy for this study was cultured in our experimental plot. The original cultivar was named B1 and represents the original state of opium poppy, known as wild opium poppy. Other germplasm resources resulting from directed breeding in our institute were named B2, T, G and Z. Their characteristics and major BIAs content are summarized in Tables 3 and 4, respectively. Samples were divided into different tissues, cultivars, and growth phases (Fig. 1). Samples from different tissues in B1 (root, stem, and leaves) and germplasm resources (B1, B2, T, G, ZB) were collected during filling stage on Jul 4, 2017. 

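The expression values of 9 B1 samples were analysed: 3 of root, 3 of stem and 3 of leaf, all from the filling stage, which the paper places 14 days after the flowers fell. For root the paper sampled an underground part, for stem a piece from the middle position, and for leaf the top leaf. The paired-end reads were mapped by the authors to the unigenes of their own full-length transcriptome, and expression was estimated with RSEM. The unigenes are the non-redundant genes of the PacBio sequencing of pooled B1 RNA, so no genome build is involved. The deposited values are 1 RPKM value per unigene and sample for 61856 unigenes, rounded to 2 decimals, and replicates were not pooled. RPKM scales the reads of a unigene by its length and by the mapped reads of its sample. The methods call the unit FPKM, while Table 2 and the data records call it RPKM. The values hold no read counts, so the only depth is that of the paper's Table 2. The paper gives between 6668054022 and 8814911815 clean bases for the root samples (median 7080192660), between 6919453352 and 8857730898 for the stem samples (median 8354907591) and between 6896148722 and 8631197062 for the leaf samples (median 8282182945). The summed RPKM of a sample ran from 898884 in root replicate 2 to 1092543 in stem replicate 3. The paper's RIN values were 10 in all 3 root samples, 9.8 to 10 in the stem samples and 7.3 to 8.4 in the leaf samples, so leaf and a lower RNA integrity cannot be told apart. The OD260/230 value of stem replicate 2 was 1.61 in the paper's Table 6, the lowest of the 9 samples. It lies under the minimum that the paper states for this value. The values were used as deposited, with no further normalization between samples, and tests were run on log2(RPKM + 1). The choices most able to change the numbers are the limit on low values, the scale of the values, a further normalization, and whether all 3 tissues share 1 estimate of the spread between replicates.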

Samples in different growth phases (seedling, jointing, bolting, florescence, and filling) were collected from March to July of 2017. For each sampling point (eleven in all), three independent samples were collected. Unless otherwise mentioned, samples collected from opium poppy are all leaves. This produced 33 samples in all and their definitions of sampling are also listed in Table 3. The leaves from B1 at the filling stage were used as a shared sample for subsequent analysis: they were used as the filling stage sample when studying the growth rhythm of opium poppy, and also as a leaf sample in different tissues or a B1 sample in different cultivars. After washing and cleaning, the samples were immediately inundated with liquid nitrogen for 10 minutes and then stored in −80 °C freezers until use.

**Table 3:** Description and definition of the main characteristics of opium poppy in each germplasm lines, growth phase, and tissue.

Groups	Sample	Description
Germplasm lines	B1	Four white petals; white seed; plant height up to 115 cm and have an average leaves of 15; white flower with only one fruit
	B2	Two green sepals with 4–6 white petals; multi-branching; plant height up to 106 cm and usually have 13 leaves; white seed
	T	It has an average plant height of 110 cm and 12 leaves; White flower with purple spots; juice in white and filament in white; multi-branching which could produce at least three fruit
	Z	It has an average plant height of 105 cm and 11 leaves; White flower with purple spots; juice in light red and filament in white; multi-branching
	G	It has an highest plant height of 125 cm; 15 leaves; pink flower and golden anther; grey seed; juice in light red and filament in white
Growth phases	Seedling	Twenty days after sprouting
	Jointing	Sixty days after sprouting. In this time, a height of 50 cm stem could be observed
	Bolting	Seventy days after sprouting. In this time, a small bud was first observed at the tips of the stem
	Florescence	The date of opium poppy first bloom
	Filling stag	Fourteen days after falling flowers
Tissues	Root	The root in underground 5–8 cm part
	Stem	The middle position of the stem with a length of 3 cm
	Leaf	The top leaf of opium poppy

**Table 4:** The major BIAs contents in one Kilogram (mg/kg) dry leaves in different germplasm lines at filling stag.

BIAs name	B1	B2	G	T	Z
Morphine	599.9 ± 139.77	273.8 ± 17.68	700.0 ± 193.71	92.4 ± 14.64	807.8 ± 18.93
Codeine	44.7 ± 5.85	50.5 ± 34.67	266.7 ± 97.39	—	197.8 ± 79.43
Norcoclaurine	46.2 ± 13.25	14.9 ± 7.75	101.6 ± 55.20	55.1 ± 9.56	153.8 ± 89.71
Thebaine	—	—	—	16009.2 ± 605.32	—
Scoulerine	632.3 ± 116.43	629.0 ± 183.91	408.0 ± 5.54	107.8 ± 4.53	886.4 ± 222.46
Noscapine	58.3 ± 13.80	—	2021.9 ± 480.39	—	—
Papaverine	175.2 ± 44.88	118.9 ± 59.13	—	99.9 ± 12.25	—
Canadine	1150.9 ± 257.82	957.9 ± 203.02	1463. 3 ± 365.45	1641.6 ± 372.12	1021.3 ± 164.90
Sanguinarine	507.8 ± 23.82	417.4 ± 17.56	405.8 ± 9.41	—	—

— Is represented as the content of BIAs could not be detected. All data are represented as mean ± SD from three independent plants (n = 3). The unit is mg/kg dry leaves.

### RNA extraction, library preparation, and sequencing

For each sample, TRIzol Reagent (Tiangen Biotech Co., Ltd., Beijing, China) was used to extract RNA following the protocol provided by the manufacturer. After cDNA synthesis, samples were subjected to phosphorylation, “A” base addition, and end-repair according to library construction protocol. Sequencing adapters were then added to both sizes of the cDNA fragments. After PCR amplification of cDNA fragments, the 150–250 bp targets were cleaned up. We then performed paired-end sequencing on an Illumina HiSeq X Ten platform (Illumina Inc, CA, USA) (Fig. 1). For PacBio Sequel sequencing, RNA from 21 samples of B1 was mixed in equal amounts for reverse transcription using the Clontech SMARTer PCR cDNA Synthesis Kit (TaKaRa, Dalian, China). In order to determine the optimal amplification cycle number for the downstream large-scale PCR reactions, PCR cycle optimization was employed (PrimeSTAR® GXL DNA polymerase). Then the optimized cycle number was used to generate double-stranded cDNA. Large-scale PCR was performed for SMRTbell library construction (Pacific Biosciences). This include DNA damage repair, end repair, ligating sequencing adapters and removing fragments that failed to connect. Finally, the SMRTbell template was annealed to the sequencing primer, bound to polymerase, and sequenced on the PacBio Sequel platform using V2.1 chemistry (Pacific Biosciences) with 10-hour movies (Fig. 1).

### Data filtering, processing and yield

After sequencing, the raw reads were classified and clustered into a transcript consensus using the SMRT Link 5.1 pipeline (http://www.pacb.com/products-and-services/analytical-software/smrt-analysis/). After adaptor removal and elimination of low quality regions, we obtain 902,140 post-filter polymerase reads (19.77 GB) with an average length of 22 kb (Fig. 2 and Table 1). In order to improve the accuracy of sequencing, CCS reads were extracted from the subreads BAM file, which produced a total of 660,418 CCS reads with an average insert length of 2.61 kb (Fig. 2a,b). Briefly, CCS reads were extracted out of subreads.bam file with minimum full pass of 1 and a minimum read score of 0.8. CCS reads were then classified into full-length (FL) non-chimeric (NC), non-full-length (NFL), chimeras (C), and short reads based on cDNA primers and poly-A tail signal. Reads shorter than 50 bp were discarded. CCS reads with 5′ primer, 3′ primer and polyA tails were identified as FL reads, and 566,746 FL sequences ranging from 300 bp to 25,247 bp were obtained (Fig. 2c,d). Subsequently, the full-length non-chimeric (FLNC) reads were clustered by Iterative Clustering for Error Correction (ICE) software to generate the cluster consensus isoforms^18^. NFL reads were used by Arrow software to polish the obtained cluster consensus isoforms to obtain the final 55,114 FL polished high quality consensus sequences (accuracy ≥ 99%)^18^. Lordec was used to correct FL transcripts and CD-HIT was used to remove redundant sequences according to sequence similarity of high-quality transcripts^19,20^. Finally, 180,511 non-redundant isoforms and 61,856 unigenes were obtained for functional annotation (Fig. 2e,f). For Illumina paired-end RNA-seq, the low-quality reads (reads containing sequencing adaptors, reads containing sequencing primers, nucleotide with q quality score lower than 20) were removed. After that, a total of 1,923,679,864 clean, paired-end reads were produced (Table 2 and Fig. 3a). Illumina clean data was mapped onto our SMRT sequencing data using hisat2 v2.05^21^. RSEM was used to identify gene expression levels, which were then converted into an FPKM value^16,17^. 

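In the root samples 7520 to 8643 unigenes were above 15 RPKM, in the stem samples 7574 to 8638, and in the leaf samples 7422 to 7917, so these counts overlapped between the tissues. The number of unigenes at or under 0.1 RPKM was 15804 ± 57.7 in root, 16820 ± 766 in stem and 15788 ± 468 in leaf (SD, n = 3 samples each). Stem replicate 3 held the most of these, 17689, and had the lowest median, 0.68 RPKM, against medians from 0.91 to 1.27 RPKM in the other 8 samples. An RPKM of exactly 0 was listed for 10697 unigenes in leaf replicate 3 and for 13089 in stem replicate 3, the lowest and highest of the 9 samples. In these counts a value equal to a bin edge went to the lower bin. With edges in the upper bin, the largest change over the 36 counts was 440 unigenes. The 10 highest unigenes took 8.86% ± 3.07 of the summed RPKM in root, 12.6% ± 1.75 in stem and 14.9% ± 0.513 in leaf (SD, n = 3 samples each). Over the 100 highest unigenes the shares were 25.9% ± 4.17, 27.6% ± 1.37 and 33.3% ± 1.23 for root, stem and leaf. A single unigene, chosen after its values were seen, was the highest of its sample in 7 of the 9 samples. It held 8.62%, 8.07% and 7.90% of the summed RPKM in leaf replicates 1, 2 and 3, and 8.11%, 3.69% and 3.86% in stem replicates 1, 2 and 3. In root replicate 2 it held 0.280%, against 1.89% and 2.18% in root replicates 1 and 3. Its share in stem replicate 1 was within the range of the leaf samples.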

DESeq R package was used to analyze differential expression^22^. Fold change ≥2 and adjusted *P*-value < 0.05 were set as threshold for significance of gene expression differences between the two samples (Fig. 4).

### Major BIAs content measurement

To analysis the major BIAs content, some 0.5 g dry leaves in each sample of different germplasm lines at filling stag were employed according to our previous publicized method^23^. For details, the sample was sequentially extracted three times in methanol, with the help of ultrasonication, for 30 min at room temperature. Then, methanol extracts were combined and concentrated under reduced pressure conditions to a volume of 2 mL. At last, 10 μL concentrated extracts was subject to analysis using HPLC HPLC equipped with a reversed phase C18 column (XDB-C18, 5 mm; Agilent, USA) according to our publicized method. The BIAs content was show as weight (mg) in one Kilogram dry leaves (mg/kg) and listed in Table 4, and its raw data of individual measurements are available at Figshare^24^.

### Functional annotation

Functional annotations of the novel genes were performed using BLAST searching against public databases such as Swiss-Prot, GO (Gene Ontology), and KEGG (Kyoto Encyclopedia of Genes and Genomics)^25,26^.

## Data Records

The Illumina HiSeq X Ten data (different growth phases, cultivars and tissues) and PacBio Sequel sequencing data have been submitted to the Sequence Read Archive (SRA) of NCBI under accession numbers SRP173551^27^, SRP173565^28^, SRP173546^29^, and SRP173728^30^, respectively (Table 5). The functional annotation and gene expression (RPKM) information of high-quality transcripts and unigenes are deposited in Figshare and Gene Expression Omnibus (GEO) in NCBI^24,31^. 

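Of the 61856 unigenes with a deposited RPKM value, 35125 (56.8%) were above 0.1 RPKM in all 9 samples of root, stem and leaf, and 7493 (12.1%) were at or under 0.1 RPKM in all 9. A value of exactly 0 in every sample was listed for 4297 unigenes. With detection set as more than 0.1 RPKM in all 3 replicates, 41142 unigenes were detected in root, 39438 in stem and 41570 in leaf. A limit of 3.75 RPKM moved these counts most, to 15472, 13565 and 15778. Unigenes detected in 1 tissue, and at or under 0.1 RPKM in all 6 samples of the other tissues, numbered 440 in leaf, 156 in root and 10 in stem. When detection needed at least 2 of the 3 replicates in place of all, these became 883, 454 and 83. The order leaf, root, stem was the same at limits of 0.1, 1 and 3.75 RPKM. The stem count depends on single samples, since it was 38 without stem replicate 3 and 36 without stem replicate 1. Because the values carry no counts, a unigene at or under 0.1 RPKM cannot be taken as absent from a tissue.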

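Differences among root, stem and leaf of B1 were tested over the 50225 unigenes above 0.1 RPKM in at least 3 of the 9 samples. A unigene was called when its fold change was at least 2 on the log2(RPKM + 1) scale and its adjusted p-value from limma, with Benjamini-Hochberg adjustment, was under 0.05. These are the thresholds the paper sets for its own comparisons. The added 1 RPKM understates the change of low unigenes. Between root and leaf 8558 unigenes were called, of which 4143 were higher in root and 4415 lower. Without the fold change limit 11754 unigenes were called, the alternative that moved this count most. The balance of directions depended on the setting. With each sample scaled by its median ratio to the other samples, 2816 unigenes were higher in root and 5380 lower, and with sample weights estimated by limma 5992 were higher and 4727 lower. Between stem and leaf 5557 unigenes were called, 2159 higher in stem and 3398 lower, and with the sample weights 8524 were called, 4491 higher and 4033 lower. Between root and stem 760 unigenes were called, 218 higher in root and 542 lower. When the fit held only the 6 root and stem samples, 24 unigenes were called, 4 higher in root and 20 lower, while 2241 passed the fold change limit at an unadjusted p-value under 0.05. The replicate numbers were taken to pair the root and stem samples, from the values alone, and with the number as a block that fit called 166 unigenes, 27 higher in root and 139 lower. This blocked fit was added after the data were seen. The root and stem count was 341 without stem replicate 2 and 1300 without stem replicate 3. With the sample weights and all 9 samples it was 2658, 1126 higher in root and 1532 lower. A moderated F test of all 3 tissues in limma called 9796 unigenes at an adjusted p-value under 0.05, and 5944 when leaf replicate 3 was left out. The F test called 21514 with the sample weights, whose estimation had not converged.
The unigenes named here are the largest rises and falls between root and leaf. The expression values do not pair their IDs with gene names, and the authors' annotation was not used here. PB.44915.12 had 4853 ± 4655 RPKM in root, 14.7 ± 10.5 in stem and 2.29 ± 0.442 in leaf (SD, n = 3 samples each), with a log2 fold change of 10.02 in root against leaf (standard error 0.75, adjusted p = 2.32e-05 from limma). Its root replicates 1, 2 and 3 had 10089, 3288 and 1182 RPKM, and the lowest was still above every stem and leaf sample. PB.58859.1 had 1780 ± 1052 RPKM in root, 46.4 ± 36.8 in stem and 0.837 ± 0.419 in leaf (SD, n = 3 samples each), with a log2 fold change of 9.80 (standard error 0.66, adjusted p = 1.38e-05 from limma). PB.57483.41 had 1.99, 1.96 and 2.21 RPKM in root replicates 1, 2 and 3, 290.3 ± 180.4 in stem and 4331 ± 1825 in leaf (SD, n = 3 samples each), with a log2 fold change of -10.38 (standard error 0.55, adjusted p = 4.62e-06 from limma). PB.58163.6 had 2.33 ± 0.0252 RPKM in root, 2.60 ± 0.165 in stem and 3739 ± 648 in leaf (SD, n = 3 samples each), with a log2 fold change of -10.12 (standard error 0.18, adjusted p = 7.20e-08 from limma). In stem, PB.57483.41 lay between root and leaf in all 3 replicates, while PB.58163.6 stayed near its root level.

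**Figure D1:**
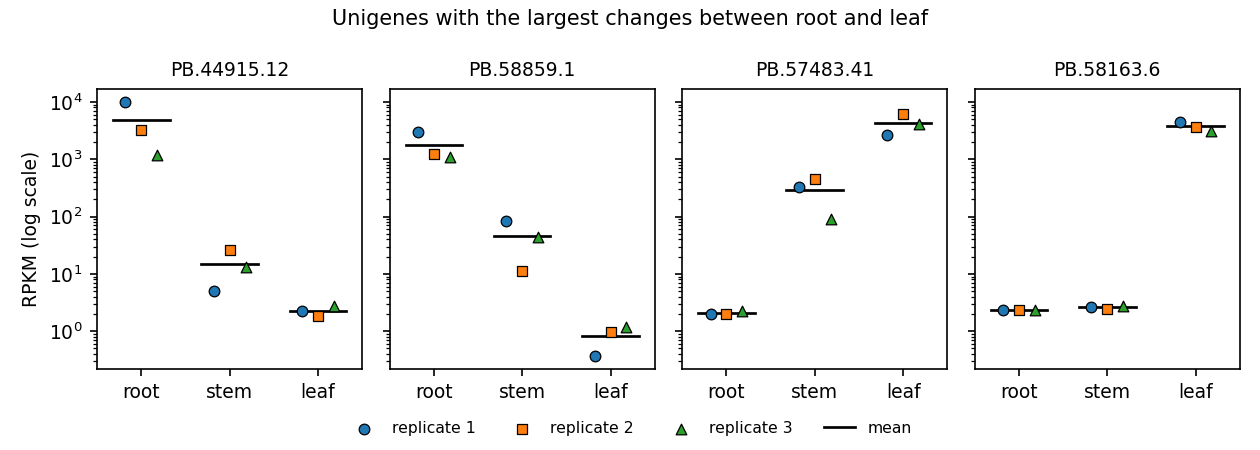
RPKM on a log scale of the unigenes with the largest rises (PB.44915.12 and PB.58859.1) and falls (PB.57483.41 and PB.58163.6) in root against leaf, for each of the 3 replicates of root, stem and leaf; bars mark the means. In PB.58163.6 the stem mean of 2.60 RPKM sits beside the root mean of 2.33 RPKM, far under the leaf mean of 3739 RPKM.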

The differential gene expression data among different samples was also deposited in Figshare^24^.

**Table 5:** Metadata and description of each of the 33 samples that were sequenced.

Groups	Study	Biosample	Sample title	Accession	Description
Growth phases	SRP173551	SAMN10600731	131	SRR8325944	Seedling leaf from B1
			132	SRR8325943	Seedling leaf from B1
			133	SRR8325942	Seedling leaf from B1
			231	SRR8325941	Jointing leaf from B1
			231	SRR8325940	Jointing leaf from B1
			233	SRR8325939	Jointing leaf from B1
			331	SRR8325938	Bolting leaf from B1
			332	SRR8325937	Bolting leaf from B1
			333	SRR8325946	Bolting leaf from B1
			431	SRR8325945	Florescence leaf from B1
			432	SRR8325936	Florescence leaf from B1
			433	SRR8325935	Florescence leaf from B1
Tissues	SRP173546	SAMN10600614	511	SRR8325831	Filling stag root from B1
			512	SRR8325832	Filling stag root from B1
			513	SRR8325829	Filling stag root from B1
			521	SRR8325830	Filling stag stem from B1
			522	SRR8325827	Filling stag stem from B1
			523	SRR8325828	Filling stag stem from B1
			531	SRR8325825	Filling stag leaf from B1
			532	SRR8325826	Filling stag leaf from B1
			533	SRR8325833	Filling stag leaf from B1
Cultivars	SRP173565	SAMN10601491	B2-31	SRR8327183	Filling stag leaf from B2
			B2-32	SRR8327182	Filling stag leaf from B2
			B2-33	SRR8327181	Filling stag leaf from B2
		SAMN11104145	T31	SRR8327180	Filling stag leaf from T
			T32	SRR8327187	Filling stag leaf from T
			T33	SRR8327186	Filling stag leaf from T
		SAMN11104146	Z31	SRR8327185	Filling stag leaf from Z
			Z32	SRR8327184	Filling stag leaf from Z
			Z33	SRR8327178	Filling stag leaf from Z
		SAMN11104144	G31	SRR8327177	Filling stag leaf from G
			G32	SRR8327176	Filling stag leaf from G
			G33	SRR8327179	Filling stag leaf from G

## Technical Validation

### RNA quality control

The integrity of RNA sample was determined using the Agilent 2100 Bioanalyzer (Agilent Technologies, USA) and agarose gel electrophoresis. The purity and concentration of RNA samples were determined with the Nanodrop microspectrophotometer (Thermo Fisher Scientific, USA). For Illumina sequencing, 33 high-quality RNA samples (OD260/280 = 1.7~2.3, OD260/230 ≥ 2.0, RIN ≥ 7) were used to construct the sequencing library. The OD260/280, OD260/230, and RIN values for all RNA samples are listed in Table 6.

**Table 6:** RNA sample quality used in this study.

Sample	260/280	260/230	RIN	28 s/18 s
131	2.20	2.45	7.8	1.5
132	2.20	2.45	7.9	1.5
133	2.16	2.40	8.0	1.5
231	2.18	2.44	8.7	1.2
231	2.19	2.42	8.7	1.4
233	2.17	2.40	9.4	1.5
331	2.18	2.41	7.8	1.4
332	2.18	2.39	8.4	1.5
333	2.19	1.80	7.3	1.3
431	2.18	2.22	7.5	1.4
432	2.19	2.19	6.9	1.4
433	2.18	2.02	7.2	1.5
511	2.16	2.41	10	2.0
512	2.14	2.13	10	2.1
513	2.12	2.08	10	2.4
521	2.13	2.26	9.9	1.9
522	2.12	1.61	10	3.0
523	2.12	2.35	9.8	2.0
531	2.18	2.23	8.4	1.7
532	2.19	2.17	8	1.6
533	2.21	2.12	7.3	1.4
B2-31	2.18	2.45	7.2	1.4
B2-32	2.17	2.33	7.7	1.5
B2-33	2.18	2.35	7	1.3
T31	2.19	2.48	7.9	1.6
T32	2.18	2.46	7.4	1.5
T33	2.19	2.44	8	1.5
Z31	2.19	2.40	7.9	1.5
Z32	2.18	1.79	7.5	1.6
Z33	2.19	2.47	7.4	1.5
G31	2.17	2.40	8	1.7
G32	2.14	2.35	8.1	1.8
G33	2.14	2.45	7.9	1.7

### Quality evaluation of raw data

A high quality region finder was used to identify the longest region of a singly-loaded enzyme using a signal-to-noise ratio of 0.8 to filter out low-quality areas. In order to improve the accuracy of sequencing, the same polymerase reads were read multiple times in a closed loop, and the random error correction was then performed on the sequence read multiple times by the same insert fragment. This produced 660,418 CCS reads with a mean of 12.62 passes per read (Fig. 2a,b). FL reads were classified based on the location of and relationships between the 5′ primer, 3′ primer and polyA tail (Fig. 2c,d).

### Assessment of sample composition

For Illumina paired-end RNA-seq data, we measured the correlation coefficient and quantitative saturation of gene expression among 33 samples (biological repetition and biological variation, Fig. 3). 

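Among the 33 samples, the 9 samples of root, stem and leaf give 9 pairs within a tissue and 27 pairs between tissues. The Pearson correlation of each pair was computed across all 61856 unigenes on the RPKM values as deposited. Unigenes are not independent replicates, so these correlations describe pairs of samples and carry no p-value of their own. The mean over the 3 pairs of leaf replicates was 0.991 (range 0.990 to 0.994). The stem replicates had a mean of 0.874 (range 0.831 to 0.914) and the root replicates a mean of 0.659 (range 0.644 to 0.672). Between tissues, the mean over 9 pairs was 0.834 ± 0.0823 for stem with leaf, 0.621 ± 0.152 for root with stem and 0.425 ± 0.178 for root with leaf (SD over the pairs). On the values as deposited, the root replicates were therefore no closer to each other than root samples were to stem samples, given the spread of the pairs. This also held against the root and stem pairs with different replicate numbers alone, which ran from 0.340 to 0.716. The scale moved the means of root with leaf and root with stem most. Among the replicates of each tissue, it moved the root replicates most. With log2(RPKM + 1) their mean correlation was 0.914, the 9 pairs of root with stem ran from 0.850 to 0.940, and the means for stem with leaf and root with leaf were 0.856 and 0.787. On that scale the stem replicates had a mean of 0.905 and the leaf replicates of 0.973. The log2 mean of root with stem was above that of stem with leaf, the reverse of the values as deposited. The means were reversed as well with Spearman correlation (0.888 and 0.855) and without the 100 highest unigenes (0.674 and 0.489). Without the highest unigene, a setting added after seeing the data, they were 0.668 and 0.461. Removing unigenes with a mean under 0.1 RPKM, or squaring the correlations, kept the order of the values as deposited. The log2 range of root with stem depended on the replicate number. Pairs with the same number lay at 0.940, 0.933 and 0.939. Those with different numbers ran from 0.850 to 0.917, lower than but overlapping the root replicates, at 0.894 to 0.945. Root replicate 3 had a correlation of 0.843 with stem replicate 3 on the values as deposited, above its 0.660 and 0.644 with root replicates 1 and 2. On the log2 scale the same pair had 0.939, against 0.894 and 0.904 with the other roots.

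**Figure D2:**
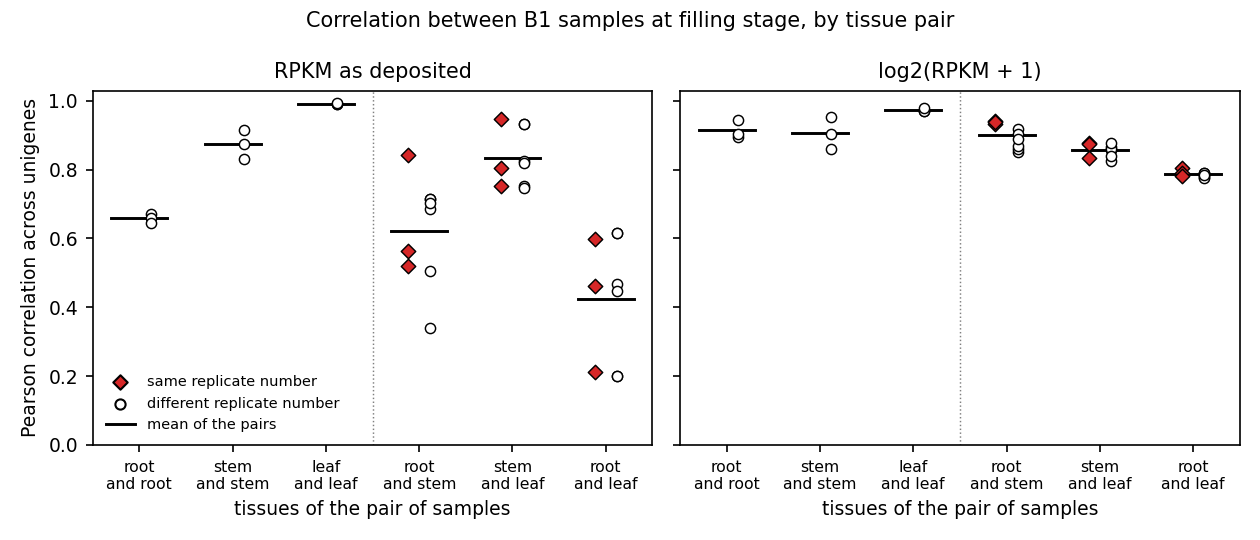
Pearson correlation across unigenes of each pair of the 9 samples, on RPKM as deposited (left) and on log2(RPKM + 1) (right), grouped by the tissues of the pair; red diamonds are pairs with the same replicate number, white circles pairs with different numbers, and bars the means. On the log2 scale the pairs of root and stem with the same number lie at 0.940, 0.933 and 0.939, above the other pairs of root and stem.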

Correlation of expression levels correlation among samples is an important index to test the reliability of experiments and the rationality of sample selection. Correlation coefficients close to 1 (red) indicate that the samples have a high similarity of expression patterns. 

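Over the 9 samples of root, stem and leaf, the mean correlation within a tissue was 0.841 on the RPKM values as deposited and that between tissues 0.627, a difference of 0.215. No other of the 280 splits of the 9 samples into 3 groups of 3 gave a difference as large (exact permutation test, one-sided, p = 0.00357, the smallest that the 280 splits allow). Among the alternatives Spearman correlation gave the smallest difference, 0.0623, with p = 0.0107 in the same exact permutation test. The test covers the 3 tissues together, so it does not by itself show that root and stem differ. Sample by sample the order was less uniform. Taking for each sample its most correlated partner, 6 of the 9 had a partner of their own tissue. Stem replicate 1 was closest to leaf replicate 1, at 0.946 against at most 0.876 with another stem sample. Root replicates 1 and 3 were both closest to stem replicate 3. All 3 leaf samples were closest to another leaf sample, on the values as deposited, on the log2 scale and in ranks. With log2(RPKM + 1) the number of samples closest to their own tissue was 7, the exceptions being root replicate 3 and stem replicate 3, which were closest to each other. With Spearman correlation it was 5. The paper treats the correlation among samples as an index of how reliable an experiment is and how well its samples were chosen, and reads coefficients near 1 in Fig. 3a as similar expression patterns.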

If there is biological repetition in the sample, the correlation coefficient of biological repetition is usually higher. By calculating the relationship between the number of different full-length transcripts and the number of genes, we can observe whether the total number of genes has been measured up to the saturation level (Fig. 3b).

## ISA-Tab metadata file

Download metadata file

## Data Availability

SMRT Link 5.1 pipeline: http://www.pacb.com/products-and-services/analytical-software/smrt-analysis/. CD-HIT: http://www.bioinformatics.org/cd-hit/ (version 4.6.6). Blast: ftp://ftp.ncbi.nlm.nih.gov/blast/executables/blast+/LATEST/ (version 2.2.31).

How the deposited data were processed for this re-analysis (not part of the article)

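Expression was compared among root, stem and leaf of the opium poppy cultivar B1 at filling stage, with 3 replicates of each tissue and 9 samples in all. The authors made the deposited RPKM values by removing low-quality paired-end reads, mapping the clean reads with hisat2 to the unigenes of their PacBio transcriptome, and estimating expression with RSEM. The paper's methods call the converted unit FPKM, and its Table 2 and data records call it RPKM. The values are rounded to 2 decimals, and the smallest value above 0 is 0.01. No further normalization between samples is stated. The authors tested differential expression with a published R package that models read counts. RPKM values are not counts, so no count model was run here.

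Each column of values was assigned to a sample by the sample number of the paper's Table 5. All 9 columns were assigned. The table holds 61856 unigenes, 1 for each of 61856 loci. None of the unigene IDs is found in the RefSeq gene table of the ASM357369v1 assembly that was at hand (0 matched), so unigenes are given by their IDs, and genes of alkaloid biosynthesis were not analysed here. Lengths and sequences of the unigenes were not used here, so any check of GC content or length is void. RSEM divides reads shared between similar unigenes, so values of near-identical copies are uncertain. The depth behind each value is known only from the clean bases of the paper's Table 2, between 6668054022 and 8857730898 per sample. No counting interval or detection floor can therefore be given.

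Unigenes were counted in the RPKM bins of the paper's Table 2, with edges at 0.1, 3.75 and 15. A unigene counted as detected in a tissue when it was above 0.1 RPKM in all 3 replicates. Correlations between samples are Pearson correlations across all unigenes on the values as deposited, since the paper names neither the scale nor the unigenes of its coefficients. The mean correlation within tissues minus that between tissues was tested against all 280 splits of the 9 samples into 3 groups of 3.

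Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(RPKM + 1), over the 50225 unigenes above 0.1 RPKM in at least 3 of the 9 samples. All 9 samples entered 1 linear model with tissue as the factor, with empirical Bayes moderation and an intensity trend. Benjamini-Hochberg adjusted p-values under 0.05 with a fold change of at least 2 were called. A moderated F test covered the 3 tissues together. On simulated data, in which 200 of 50225 unigenes were raised by 3 on the log2 scale in root, the procedure called 80% of the changed unigenes, with a median fitted change of 3.01. In root against leaf it also called 11 unchanged ones, and in stem against leaf, where nothing was changed, it called 0. The changed unigenes were drawn from those with a mean above 2 on the log2(RPKM + 1) scale. The simulated noise was independent between samples, with 1 spread per unigene for all tissues. In the real data the spread differed between tissues and root and stem deviated together, so these rates may not hold there. Other steps used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

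The unigenes named for differential expression were fixed by a rule: without the annotation of the unigenes, which the paper states was deposited and which was not used here, the 2 IDs with the largest rise and the 2 with the largest fall in root against leaf, past the threshold and with no overlap between the 3 root and 3 leaf replicates. Other unigenes are named only where the text says that they were chosen after their values were seen.

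Replicate numbers 1 to 3 occur in each tissue. Neither the paper's text nor its sample tables say whether a number marks a plant or a batch. Whether the numbers pair the samples was checked from the deviations of each sample from its tissue mean on the log2(RPKM + 1) scale. For root and stem the correlations of these deviations were 0.605, 0.573 and 0.664 for numbers 1, 2 and 3, all above the limit of 0.1, so the numbers were taken to pair the root and stem samples. The pairing comes from the values alone. For root and leaf the correlations were 0.352, 0.182 and 0.0259, and for stem and leaf 0.333, 0.128 and -0.0297, so they do not pair leaf with the other tissues by this limit. Pairs with different numbers reached 0.113 for root and leaf and 0.216 for stem and leaf. A correlation above 0.1 alone therefore does not show pairing.

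The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a limit of 3.75 RPKM, quantile normalization, scaling of each sample by its median ratio, sample weights estimated by limma, no intensity trend, the replicate number as a block, only the 6 samples compared, no fold change limit, leaving out each replicate in turn, Pearson correlation on the log2 scale, Spearman correlation, unigenes with a mean of at least 0.1 RPKM, removal of the 100 highest unigenes, bin edges in the upper bin, other detection limits, and the share of the 100 highest unigenes. Alternatives added after seeing the data were the squared correlation, removal of the highest unigene, the fit to the 6 root and stem samples with the replicate number as a block, the number of samples closest to their own tissue, and the limits used for unigenes that follow the replicate number. Residual variances of exactly 0 in some of the fits were offset by limma, and its iteration for the sample weights stopped before reaching its tolerance.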

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

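The count of unigenes called between root and leaf stayed within 1.5 times its value of 8558 under all 10 alternatives, from 6751 with a limit of 3.75 RPKM to 11754 without a fold change limit, and from 6600 to 8925 across the 6 fits that each left out one replicate. Its split by direction moved both ways, from 4143 higher and 4415 lower in root. Median-ratio scaling gave 2816 and 5380. More unigenes were higher than lower in root with sample weights (5992 and 4727), with a pseudocount of 0.1 (5670 and 5348), without a fold change limit (6051 and 5703), with the replicate block (4939 and 4605), with only the 6 samples compared (4749 and 4572) and without root replicate 3 (4725 and 4200). Median-ratio scaling lowered the median log2 fold change of all tested unigenes from 0.18 to 0.03, so changes between root and leaf are relative to a shift of that size. Quantile normalization gave 3770 higher and 4947 lower, with a median of 0.10.

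The count between stem and leaf ranged from 4930 to 7186 under 9 alternatives and from 4036 to 6685 across the 6 fits that each left out one replicate. With sample weights it was 8524, and the share higher in stem moved from 38.9% to 52.7%. Sample weights also gave 2658 unigenes between root and stem, 1126 higher in root and 1532 lower, against 218 and 542 with equal weights, and 21514 unigenes in the F test of all tissues. The share of the root and stem calls higher in root moved from 28.7% to 42.4% with these weights, and to 47.0% without root replicate 3, where 357 were higher and 403 lower at an unchanged total of 760. The weights ran from 0.224 for stem replicate 3 to 4.17 for stem replicate 2, and their estimation had not converged, so the larger counts rest on unequal and unsettled weights. Without stem replicate 3, stem against leaf had 3404 unigenes higher and 3281 lower in stem.

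The count between root and stem was the least stable. It was 760 in the fit to all 9 samples and 24 in the fit to the 6 root and stem samples, and all 24 were among the 760. The fits that each left out one replicate gave from 341 to 1300 unigenes. The lowest came without stem replicate 2, which left 96 higher and 245 lower in root. Without root replicate 2 the count was 474. The highest came without stem replicate 3. Of the 1300 unigenes then called, 697 were among the 760.

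The F test of all tissues gave from 7481 to 11117 unigenes under 7 alternatives. Leaving out one replicate gave from 5944 to 12696 unigenes. Each of the 3 fits without a leaf sample, 5953 without replicate 1, 5996 without replicate 2 and 5944 without replicate 3, was more than 1.5 times under the 9796 of the full set. The fits without a root or stem replicate also held 8 samples and gave from 7910 to 12696, so the smaller number of samples alone does not account for the fall. Its cause was not tested.

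With the replicate block in the fit to all 9 samples, 9544 unigenes were called between root and leaf, 6174 between stem and leaf, 876 between root and stem and 11117 in the F test. The replicate block moved none of these counts by more than 1.5 times. With the replicate block in the fit to the 6 root and stem samples, which was added after seeing the data, 166 unigenes were called, 27 higher in root and 139 lower, of which 162 were among the 760. The replicate block thus raised the count of that fit from 24 and moved no other count by more than 1.5 times.

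The 4 named unigenes kept their direction and stayed past the threshold under all 16 alternatives, including the 6 that left out one root or leaf replicate. The log2 fold change ranged from 9.24 to 10.78 for PB.44915.12 and from 9.35 to 10.86 for PB.58859.1, with adjusted p-values from limma from 2.44e-06 to 2.59e-04 and from 3.55e-06 to 1.59e-04. For PB.57483.41 it ranged from -10.89 to -10.07 and for PB.58163.6 from -10.57 to -9.99, with adjusted p-values from 3.42e-07 to 7.46e-05 and from 2.67e-08 to 6.70e-06.

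The difference between the correlations within and between tissues stayed positive and under p = 0.05 in every setting. It was 0.0831 on the log2 scale (exact permutation test, one-sided, p = 0.0179) and 0.290 without the 100 highest unigenes (exact permutation test, one-sided, p = 0.0179). Across the 9 sets that each left out one replicate it ranged from 0.170 to 0.285, with exact permutation p from 0.00357 to 0.0214.

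The correlations themselves depended on the scale. With log2(RPKM + 1) the mean over the replicates of root rose from 0.659 to 0.914 and that of leaf fell from 0.991 to 0.973. With Spearman correlation they were 0.902 and 0.939. Without the 100 highest unigenes they were 0.644 for root, 0.752 for stem and 0.963 for leaf. Without the highest unigene, a setting added after seeing the data, they were 0.766 for stem and 0.951 for leaf, and squared, also added later, 0.434 for root, 0.765 for stem and 0.983 for leaf. Leaving out one replicate gave from 0.644 to 0.672 for root, from 0.831 to 0.914 for stem and from 0.990 to 0.994 for leaf. Removing unigenes with a mean under 0.1 RPKM moved no correlation by more than its spread.

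Detection followed the limit. Above 1 RPKM 26949 unigenes were detected in root, 23823 in stem and 27090 in leaf, and above 3.75 RPKM 15472, 13565 and 15778. Those detected in one tissue only were 277 in root, 16 in stem and 937 in leaf above 1 RPKM, and 186 in root, 19 in stem and 934 in leaf above 3.75 RPKM. With at least 2 of the 3 replicates they were 454, 83 and 883. Leaving out one replicate gave from 175 to 319 for root only, with the 319 without root replicate 3. It gave from 12 to 38 for stem only and from 473 to 728 for leaf only, with the 728 without leaf replicate 1. The detected counts ranged from 42514 to 43229 in root, from 40689 to 42492 in stem and from 42673 to 43454 in leaf.

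The values hold no read counts, so how far depth limits the low unigenes is unknown. All alternatives listed before the data were examined were run.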

Differences from the paper's values

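The paper's Table 2 counts of unigenes per RPKM bin were set beside the counts from the deposited values for the 9 samples. With a value equal to an edge in the lower bin, the counts differed from the paper's by at most 440 unigenes, and, in another sample, by at most 2.64%. With bin edges in the upper bin, an alternative set before the data were examined, all 36 counts were equal to the paper's. The number of unigenes, 61856, is also the paper's.

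Fig. 3a shows the correlation coefficients as colours. Its legend speaks of Poisson distances and the paper's text of correlation coefficients. Read by matching the cell colours to the colour scale, with an error of about 0.05, the mean over replicate pairs in Fig. 3a is about 0.48 for root, against a Pearson correlation of 0.659 and a squared correlation of 0.434 from the deposited values. For stem it is about 0.81 in Fig. 3a, against 0.874 and 0.765 squared, and for leaf about 1.0 in Fig. 3a, against 0.991 and 0.983 squared. Between tissues Fig. 3a gives about 0.76 for stem with leaf, against 0.834 and 0.702 squared, about 0.26 for root with leaf, against 0.425 and 0.209 squared, and about 0.46 for root with stem, against 0.621 and 0.406 squared. On the squared scale, which was chosen after seeing the values, the means of root, stem and leaf replicates lay within the reading error. The means between tissues differed from Fig. 3a by slightly more than that error, and all 6 squared means lay under those of Fig. 3a. None of the 6 differed by more than the larger of the reading error and the spread of the pairs. This limit is wide, since both sides average the same pairs and their spread is not an error of the comparison. The squares of the mean correlations over unigenes with a mean of at least 0.1 RPKM likewise stayed within that limit. On the log2 scale and with Spearman correlation, the squares for root, leaf, root with leaf and root with stem did not, with root at 0.836 and 0.814. Without the 100 highest unigenes only the square for root with stem, 0.454, stayed within it.

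The paper states that coefficients of replicates are usually the higher ones. On the values as deposited, stem replicate 1 was closer to each leaf sample, at 0.932 to 0.946, than to the other stem samples, at 0.831 and 0.876, and root replicate 3 was closer to each stem sample, at 0.703 to 0.843, than to the other root samples, at 0.660 and 0.644. The row of stem replicate 1 in Fig. 3a shows the same order. On the log2 scale this held less widely. Stem replicate 1 was then closer on average to the stem samples (0.906) than to the leaf samples (0.866), and root replicate 3, at 0.894 and 0.904 with the other root samples, was closer only to stem replicate 3 (0.939) and not to stem replicates 1 and 2 (0.869 and 0.888).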

Other observations

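The counts of other splits of the samples were set before the data were examined, and all other tests in this part were chosen only after the results were seen. All samples come from 1 cultivar and 1 stage, so the tissue is the only biological difference that the design names.

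For each pair of tissues the 6 samples allow 10 splits into 3 against 3, so the share of splits can never fall under 0.1. In the fit to all 9 samples, 1 of the 10 splits gave as many calls as root against leaf (8558), which was the real one, and the others gave 0. The same held for stem against leaf (5557), with 1 of 10 splits. For root against stem (760) it was also 1 of 10 splits, and of the others one gave 1 call and the rest 0. In each comparison every other split mixes both tissues, so real differences widen the spread within its groups. The low counts of these splits therefore give no rate of false calls. With the numbers taken to pair root and stem, the real root and stem split is best set against the 3 other splits that part all 3 pairs. These gave 0, but with only 4 splits of this kind, the real one included, this cannot decide. For the F test of the 3 tissues, 1 of the 100 splits drawn from 280 gave as many unigenes as the real one (9796). The next were 4 splits that kept the 3 leaf samples together and mixed root with stem, with 7586 to 9354 unigenes. The 95 splits that parted the leaf samples gave at most 495. The F test is thus mostly a separation of leaf from the other tissues.

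The calls between root and stem fell from 760 to 24 when the leaf samples left the fit. The leaf samples bring 2 changes, a smaller spread between replicates and more residual degrees of freedom. The median standard deviation on the log2 scale was 0.182 in leaf, 0.305 in root and 0.369 in stem. When the deviations of the leaf samples were enlarged to give them the spread of root and stem, the fit to 9 samples called 418 unigenes. This is more than 1.5 times above 24, which argues against the small leaf spread as the whole cause, and more than 1.5 times under 760, which argues against the degrees of freedom as the whole cause. Both may contribute. In the fit to 6 samples, at an unadjusted p-value under 0.05 with the fold change limit, the real split gave 2241 unigenes and 3 of the 10 splits gave as many or more. The split of root replicates 1 and 2 with stem replicate 1 against the rest gave 3029, and the split of root replicate 1 with stem replicates 1 and 2 against the rest gave 2568. Both keep the samples of number 1 together, and both keep those of number 3 together. The 3 other splits that part all pairs gave fewer than the real one. The unigenes called between root and stem in the fit to 9 samples are therefore best read beside the 166 of the fit to 6 samples with the replicate block.

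Root and stem samples with the same replicate number deviated from their tissue means together, with correlations of 0.605, 0.573 and 0.664 over 50225 unigenes. For different numbers the correlations were at most 0.0437. Deviations from a tissue mean sum to 0, so positive correlations for the same numbers push those for different numbers down (mean -0.293). The low values for different numbers are thus no separate evidence. Root replicate 3 and stem replicate 3 lay at -105 and -153 on the second principal component, which held 22.0% of the variance, while the other 7 samples lay between -11.5 and 86.7. The paper does not report this pattern. Noise from read depth would fade in highly expressed unigenes. The mean of the 3 correlations was 0.667 at unigenes with a mean above 15 RPKM and 0.545 at 0.1 to 3.75 RPKM. Noise drawn separately in each sample would weaken a shared deviation and not make one. This comparison could therefore not have favoured it, and decides nothing about the source. Scaling of whole samples is argued against by quantile normalization, after which the lowest of the 3 correlations was 0.569. Mixing of root and stem RNA, or swapped samples, would shift a sample towards the other tissue. Each sample was placed on an axis from its own tissue (0) to the other (1), at unigenes at least 4-fold apart between the root and stem samples of the other numbers. A mixture would also give this place as its share of the excess at unigenes high in the other sample of its number alone. For numbers 1 and 3 the highest median place was 0.0358, that of stem replicate 3, with an upper quartile of 0.374. The median shares were 0.705 in stem replicate 1, 0.748 in root replicate 1, 0.799 in stem replicate 3 and 0.830 in root replicate 3, and in all 4 samples the lower quartile of the share was above the upper quartile of the place. This argues against mixed or swapped samples for numbers 1 and 3. For number 2 the median shares were 0.101 in stem, against a place of -0.00380, and 0.245 in root, against a place of 0.00623. In root replicate 2 the quartiles of share and place overlapped, so a small mixture in number 2 stays open. Swapped samples of number 2 are argued against by the highest upper quartile of their places, 0.0559. What also stays open is a shared source. A candidate explanation is that each number is 1 plant or 1 batch of handling, for which the mean correlation of 0.614 gives no decision, since neither the text nor the labels say what a number stands for and a plant and its handling cannot be told apart.

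A set of unigenes followed replicate number 1 through all 3 tissues. In root, stem and leaf replicate 1 together, 137 unigenes were at least 10-fold lower and 92 at least 10-fold higher than in every other sample, with 0.1 RPKM added to each value. For number 2 these counts were 1 and 0, for number 3 they were 0 and 4, and none of the 24 sets of 1 root, 1 stem and 1 leaf sample with mixed numbers gave more than 1. Among the 137, a unigene chosen after its values were seen had 3.22, 4.48 and 2.83 RPKM in root, stem and leaf replicate 1, and in the other 6 samples from 139.2 RPKM in leaf replicate 3 to 15975 RPKM in stem replicate 2. That the samples with this set carry the same number is not beyond chance, since 3 of the 27 sets of 1 root, 1 stem and 1 leaf sample carry a single number, a share of 0.111. A chance match of numbers across tissues therefore stays open. Over the 36 ways to align the replicates, the labelled one gave 234 unigenes and the next 230, and the 4 alignments that keep the samples of number 1 together hold nearly all of them. On simulated data 200 of 200 planted unigenes were found. In the shuffled table 23 unigenes were found by number, and 31 of the 36 alignments gave as many. With 1 RPKM added the count was 32 and at 5-fold it was 431. Low read depth in the samples of number 1 is argued against by the 92 unigenes that were higher there. The same 92 argue against reads of 1 other organism in replicates 2 and 3 as the whole source. For the 137 lower unigenes alone such an organism stays open. Their median pairwise correlation over the other 6 samples was 0.292, above the highest of 200 random sets of matched level, 0.252, and yet far under 1. For the 28 above 15 RPKM it was 0.236, and 17 of 200 random sets of matched level were as high. A sequence or copy number variant carried by the plant of number 1 stays open as well. Of the 137 unigenes, 65 were listed at 0 in all 3 samples of number 1, but reads were not analysed here, and a variant cannot be told apart from another shared source. Under this hypothesis leaf, which shows no pairing by the overall limit, would also come from the same plant as root and stem for number 1, where its deviations had the highest correlations with root and stem, 0.352 and 0.333.

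Stem replicate 1 was closer to the leaf samples (mean correlation 0.937) than to the other stem samples (0.854) on the values as deposited. Without the highest unigene of the 9 samples its mean correlation was 0.517 with the leaf samples and 0.733 with the other stem samples. The closeness to leaf on that scale is consistent with the weight of this single unigene, which had 78590 RPKM in stem replicate 1, 39640 and 42224 in stem replicates 2 and 3, and from 86123 to 89803 in leaf. Leaf material in stem replicate 1 would need a share of 0.806 to give that level. At 1114 unigenes at least 4-fold higher in every leaf than in stem replicates 2 and 3, the median place of stem replicate 1 from the other stems (0) to leaf (1) was 0.0218, with an upper quartile of 0.0748, which argues against leaf material. Other sources of the level were not tested. On the log2 scale stem replicate 1 was closer to the stem samples (0.906) than to the leaf samples (0.866).

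The number of unigenes detected in one tissue only was compared with every other set of 3 of the 9 samples. For leaf (440) none (0) of the 81 sets that are not one tissue gave as many. For root (156) it was 1, the samples of number 1 in root, stem and leaf, with 174. For stem (10) it was 55 of 81, so the 10 unigenes are no more than any 3 samples may share by chance. The median over the 81 sets was 14. Stem lies between root and leaf on the first principal component, at -46.8 to -33.3, against -127 to -114 in root and 159 to 160 in leaf.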
